A study of Mus musculus with 8 samples.

How the data were processed

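The samples were 8 ATAC-seq libraries of 4 mouse melanoma cell lines, 2 libraries per line. Per the labels, the lines were pools grown from lymph node cells of mice with melanoma, 50000 cells went into each transposase reaction, and fragments over 1200 bp were removed. The labels put lines 112 and 113 in the STAT3 knockout genotype and lines 119 and 73 in the wild type. The titles also carry a number after the letter p (18 for line 112, 44 for line 113, 14 for line 119 and 68 for line 73) whose meaning is not stated.

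The authors deposited a table of raw counts for 148664 regions and all 8 libraries. The values are whole numbers and the column sums differ between libraries. The labels do not state the aligner, the genome build, the treatment of duplicate reads, whether reads, fragments or transposase cuts were counted, or whether positions were shifted for the transposase. Counts therefore can include PCR duplicates, which makes counting error larger than it appears. The regions are 501 to 3708 bp long, and 71.9% of them start 250 bp before a peak summit of these libraries. Of all regions, 130595 (87.8%) overlap a peak call of the 8 libraries. The rest were kept, and leaving them out was an alternative. The authors also deposited a peak list per library, in which the score, the fold over background (a ratio) and the −log10 of p and of q belong to each peak as the peak caller gave them. The caller is not stated. The smallest −log10 q was 1.30. Peaks were called per library, so replicates could be compared by overlap, and a shallower library has fewer peaks. Scores and fold values were used only to describe or rank peaks within a list. The count table has 0 columns of other samples.

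The files name no genome build. The gene table used was that of GRCm38.p6, from which 21887 protein-coding genes were placed. Of the 10000 regions with most counts, 66.4% lay within 1 kb of a gene end, against 4.50% to 9.17% when the genes were shifted by 0.1 to 10 Mb, so the table was used for names and distances and none of its coordinates are given. The table holds no strand, so the nearest end of a gene on either side took the place of the transcription start site planned before the data were examined, and a region at a gene end can be at its start or its finish. A genome sequence was not used here. The planned motif lists and GC corrections were therefore not run.

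Regions were filtered with filterByExpr (minimum count 10, minimum total 15), which kept 140329. Normalization was TMM. The genotype test was edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest, two-sided, R 4.3.3) on counts summed per line, 2 lines against 2, with Benjamini-Hochberg adjustment and a threshold of 0.05. The lines were compared in pairs in a fit of the 8 libraries with a mean per line. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Separated regions passed the threshold with the same sign in all 4 pairs across a split of the lines. CPM values, counts scaled to a library total of 1000000, used TMM library sizes, and correlations and principal components used log2 CPM with a prior count of 2. Lists of genes were tested with camera of limma 3.58.1. Peak overlaps used bedtools 2.31.1 with at least 1 bp. A count of 0 was given an upper limit of 3 counts. Such limits cover counting error only.

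The named genes followed a rule fixed before the data were examined. It listed Stat3, Mitf, Tyr, Tyrp1, Dct, Pmel, Mlana, Cebpa, Cebpb, Cebpd, Socs3, Bcl3 and Cdkn2a whatever their values, each with the strongest region within 1 kb, and, if 0 regions passed the threshold, the 3 regions with the smallest p in each direction. Regions of Xist and other regions of chromosome Y were chosen after their values were seen.

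Replicates were compared before use. The chi-square per degree of freedom of their counts was 2.19 in line 112, 1.61 in line 113, 1.06 in line 119 and 1.44 in line 73. In line 119 the replicates were close to counting noise but still differed (p 2.90e-48 over 111664 regions), and they were kept as separate libraries. Correlations between these replicates across regions were 0.863, 0.930, 0.957 and 0.929.

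The tests were tested on simulated data. Each simulated region took the spread given by the trend with mean signal, so regions that vary more were not covered. For 30000 regions with 200 changed, the test with lines as units made 0 calls at a 4-fold change, recovered 59.5% at 16-fold with 6 false among 125 calls, and recovered 99.0% at 64-fold with 11 false among 209. The rule for separated regions recovered 7.00% at 2-fold and 57.5% at 4-fold, with 0 false calls. Those simulated lines differed only in the changed regions. When lines were simulated to differ without a genotype effect, the rule separated 6.09% of 20000 regions for the genotype split, so it is not specific to the genotype.

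Alternatives fixed in advance were other units of replication, limma-voom with the line as a random block, DESeq2 1.42.0 size factors and its Wald test, total counts, a regional offset over 10 Mb windows, other filters, an added fold change threshold, autosomes only, and leaving out libraries or lines. Added after seeing the data were an offset for the trend of the ratio with mean signal (loess, span 0.3), thinning to the smallest total, regions with a peak call only, regions inside the gene for the lists, and correlations without each library. Leaving out a library was not run for the pairs of lines and the separated regions, where it leaves a line with 1 library. How far those counts depend on a single library is therefore not known.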

Results

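Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in 8 libraries of mouse melanoma cell lines. The lines had been derived from lymph node cells of mice with melanoma, and 4 of them were profiled. Lines 112 and 113 were labelled as STAT3 knockout and lines 119 and 73 as wild type, each with 2 replicate libraries of 50000 cells. STAT3 is a transcription factor activated by cytokine and growth factor receptors. The purpose named by the series is to ask whether STAT3, through C/EBP factors, acts on the pigmentation genes under MITF, the transcription factor of the melanocyte lineage. The counts summed over a shared list of 148664 regions ranged from 2697546 in line 112 replicate 2 to 7464336 in line 119 replicate 1. The totals of replicates 1 and 2 were 3993473 and 2697546 in line 112, 5029386 and 4450860 in line 113, 7464336 and 5736939 in line 119, and 4367914 and 3945177 in line 73. The authors' peak calls numbered 38743 and 20387 in line 112, 51700 and 52250 in line 113, 94906 and 85498 in line 119, and 56497 and 56096 in line 73. Coordinates are those of the files, counted from 1, and the files name no genome build. Their position relative to genes matched GRCm38, so gene names came from a table of that assembly.

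The targeted gene was examined first, as a check of the labels. The region at the end of Stat3 on chromosome 11 (100939208 to 100939818, inside the gene) had 33.1 ± 6.95 CPM (counts scaled to a library total of 1000000) in the knockout lines and 25.9 ± 10.8 CPM in the wild-type lines (mean ± SD of line means, n = 2 lines each). Its log2 fold change, knockout over wild type, was 0.36 with a standard error of 0.63, and the adjusted p of edgeR's quasi-likelihood test was 0.856. Line means were 28.2 CPM in line 112, 38.0 CPM in line 113, 18.2 CPM in line 119 and 33.5 CPM in line 73, so the genotypes overlapped. Every knockout library had at least 84 counts there. Of 11 regions inside the gene, 10 were tested. Their log2 fold changes ran from -0.90 to 1.40, the smallest adjusted p was 0.416, and 0 passed the threshold in the same direction in all 4 pairs of a knockout and a wild-type line. By these tests accessibility at Stat3 did not separate the labelled genotypes, and it neither checks nor contradicts the labels. The setting that moved the region at the gene end most was the fit with libraries as units and without line 73, which gave a log2 fold change of 0.86 with an adjusted p of 0.0481.

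The similarity of the libraries was compared within lines, between lines of a genotype and across genotypes. The Pearson correlation of log2 CPM across 140329 regions, which are not independent replicates, averaged 0.920 ± 0.0401 (SD, 4 pairs) between replicates of a line. It averaged 0.802 ± 0.0277 (4 pairs) between the knockout lines, 0.542 ± 0.00873 (4 pairs) between the wild-type lines and 0.516 ± 0.0576 (16 pairs) across genotypes. Lines 112 and 113 were thus more alike than any other pair of lines, whose means ran from 0.430 for lines 113 and 73 to 0.572 for lines 112 and 119. The mean of the wild-type lines lay within the range of the 4 line pairs across genotypes. Spearman correlation moved these values most, to 0.421 across genotypes and 0.740 between the knockout lines. The first principal component held 49.8% of the variance, the second 30.0% and the third 9.39%.

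**Figure D1:**
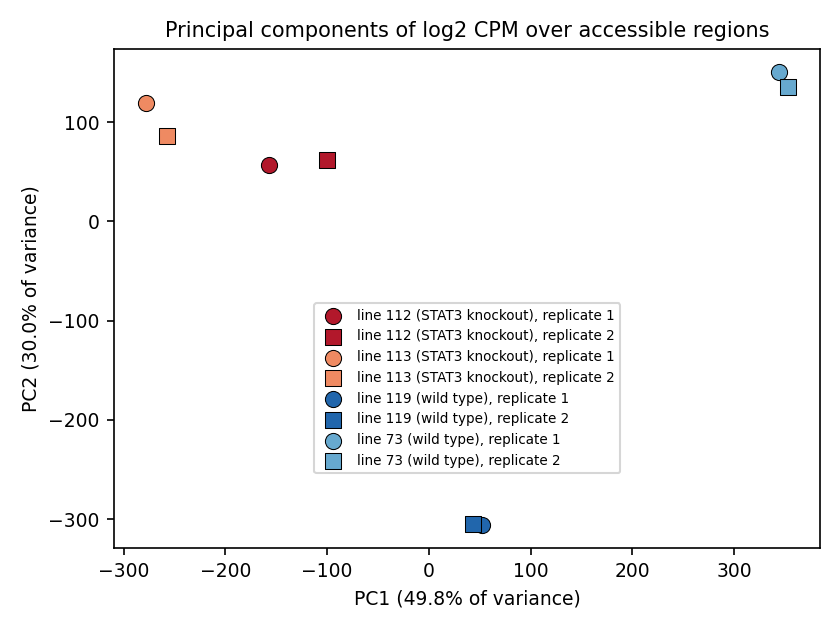
Scores of the 8 libraries on the first and second principal components of log2 CPM (arbitrary units), with colour for the line and symbol for the replicate. Replicates lie close together, knockout lines 112 and 113 share a corner, and wild-type lines 119 and 73 lie far from each other.

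In the peak calls the means had the same order. The Jaccard index in base pairs averaged 0.603 ± 0.126 (SD, 4 pairs) between replicates, 0.410 ± 0.118 (4 pairs) between the knockout lines, 0.360 ± 0.00252 (4 pairs) between the wild-type lines and 0.298 ± 0.0622 (16 pairs) across genotypes. The difference of the mean index within against across genotypes was 0.0863, the largest of the 3 ways to split 4 lines into pairs. That gives an exact p of 0.333 (one-sided), the smallest this design allows. The index depends on how many peaks were called, and line 112 replicate 2 had the fewest. Without line 112 replicate 1 the index between the knockout lines fell to 0.3075, below that of the wild-type lines, and without replicate 2 it rose to 0.512. With equal numbers of peaks it was 0.494 between the knockout lines, while the wild-type lines (0.333) lay below the pairs across genotypes (0.340). The mean share of peaks overlapped by at least 1 bp was 79.7% between replicates, 66.8% between the knockout lines, 56.4% between the wild-type lines and 50.5% across genotypes. Requiring 50% reciprocal overlap moved these shares most, to 66.5% between replicates and 35.8% across genotypes.

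Genotypes were compared with the line as the unit, since the genotype was varied between lines and replicates of a line share it. Counts of the 2 libraries of a line were summed and 2 lines were tested against 2. Of 140329 regions, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The smallest adjusted p was 0.143. At an unadjusted p under 0.05 there were 23733 regions (16.9%), of which 11607 were higher and 12126 lower in the knockout lines. The same test on the other 2 splits of the lines also called 0 regions, with 6124 (4.36%) and 5505 (3.92%) at an unadjusted p under 0.05. The coefficient of variation between lines of a genotype was 0.573, against 0.118 between replicates of a line. On simulated counts for 30000 regions at this design, the test recovered 0% of 200 regions changed 4-fold and 59.5% of those changed 16-fold. The count of 0 thus says little about changes of up to 4-fold. It does not exclude larger changes either. Regions of chromosome Y that were at least 57.3-fold lower in the knockout libraries were also not called. The simulation gave each region the spread of the trend, so it can overstate the recovery. Treating each of the 8 libraries as a unit called 31815 regions, 15904 higher and 15911 lower, but this takes the difference between lines as replicated. The alternative furthest from 0 used libraries as units without line 119 and called 55586 regions. With lines as units, leaving out replicate 1 of line 112 gave 633 calls, while each of the other 7 such fits gave 0.

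Each pair of lines was then compared with 2 libraries against 2, which tests those lines and not the genotypes. Whether the 2 libraries of a line came from separate cultures is not known. If they did not, these counts and the separated regions built on them take only technical variation as noise. The counts of regions with an adjusted p under 0.05 (edgeR) were 64262 for line 112 against 119, 70034 for line 112 against 73, 82704 for line 113 against 119 and 73275 for line 113 against 73. Within a genotype, 33422 regions differed between knockout lines 112 and 113, and 79859 between wild-type lines 119 and 73. The count for the wild-type lines lay within the range of the counts across genotypes. A filter of at least 50 counts on average moved these counts most for most pairs, for example to 29532 for line 112 against 119, since only 50632 regions were then tested.

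A region was called separated when all 4 pairs of a knockout and a wild-type line passed the threshold in the same direction. There were 21127 such regions (15.1% of those tested), 10724 higher and 10403 lower in the knockout lines. The split of lines 112 and 119 against 113 and 73 separated 6968 regions, and that of lines 112 and 73 against 113 and 119 separated 4262. Simulated lines without a genotype effect gave 6.09% of 20000 regions for the genotype split, 6.17% for the split with lines 112 and 119 together and 5.87% for the split with lines 112 and 73 together. The observed 15.1% lay above that level and the other 2 splits, at 4.97% and 3.04%, lay below it. The simulated lines were drawn independently of each other, while lines 112 and 113 were more alike than any other pair. A likeness of these lines without a genotype effect would also raise the genotype split, so that level does not exclude it. With 3 splits, being the largest has a chance of 0.333. The alternative that moved the genotype count most, the filter of at least 50 counts, gave 11374. Separated regions lay within 1 kb of the end of a protein-coding gene in 5.82% of cases, against 13.0% of all tested regions. Chromosomes X and Y held 2.76% of them and 2.53% of tested regions.

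**Figure D2:**
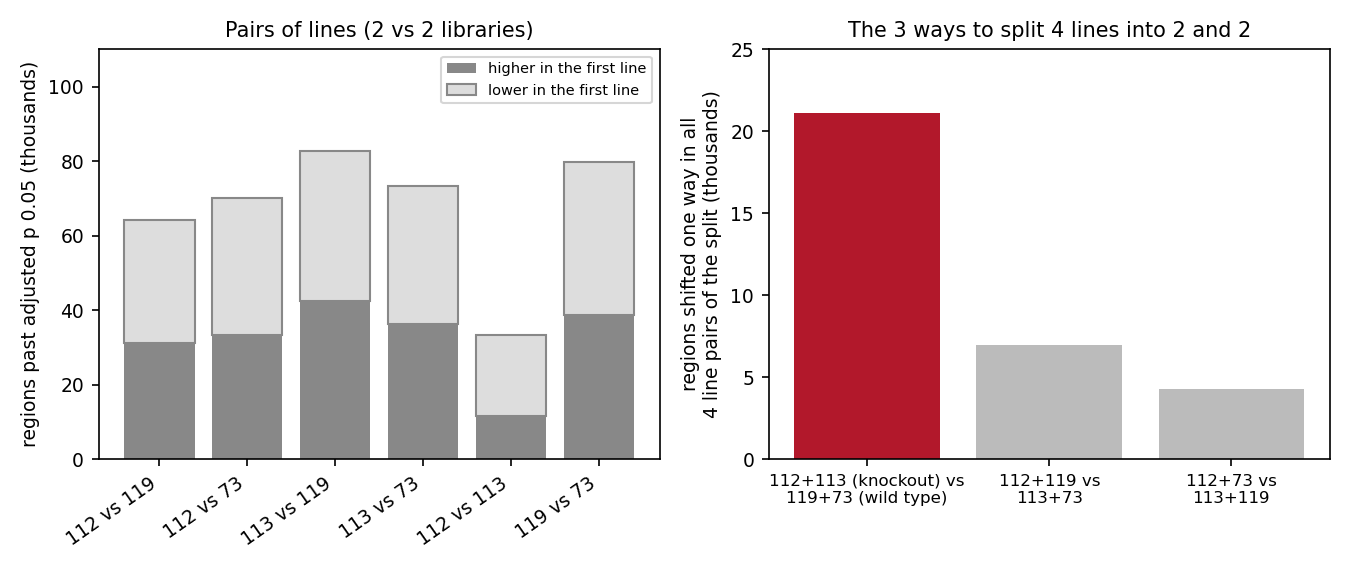
Left, regions with an adjusted p under 0.05 (in units of 1000) for each pair of lines, with bars stacked by direction in the line named first. Right, regions (in units of 1000) separated by each of the 3 splits of the 4 lines, with 21127 for the genotype split against 6968 and 4262 for the others.

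Since 0 regions passed the threshold with lines as units, the 3 regions with the smallest p in each direction are given, all below the threshold with an adjusted p of 0.143 (edgeR). The 3 lower in the knockout lines lay on chromosome Y, at the end of Ddx3y (1285648 to 1286911), Eif2s3y (1009669 to 1010795) and Uty (1245351 to 1246395), each inside its gene. All 4 knockout libraries had 0 counts at each, which allows up to 0.186 CPM (3 counts over the 4 libraries, counting error only). The wild-type lines had 14.3 ± 4.53, 13.4 ± 1.32 and 10.7 ± 3.0 CPM (mean ± SD, n = 2 lines). Accessibility was thus at least 76.9-fold, 71.9-fold and 57.3-fold lower in the knockout libraries. At Xist on chromosome X, which was examined after these values were seen, the region from 103481449 to 103482192 had 9.04 CPM in line 112 and 15.04 CPM in line 113. It had 0.467 CPM in line 119 and 0.790 CPM in line 73. Of 4 Xist regions, this one and another were separated by genotype and 2 were not. The signals at these Y regions and at 2 Xist regions thus divided the 4 lines as the genotype labels do, and every genotype comparison here is also a comparison of lines without and with signal at these Y regions. Other regions of chromosome Y had peak calls in the knockout lines, with 13 to 15 peaks per library against 16 to 23 in the wild type. Whether the reads counted there came from chromosome Y was not tested, so these peaks do not show open Y chromatin. Of the 12 separated regions on Y, 8 were lower and 4 higher in the knockout lines.

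**Figure D3:**
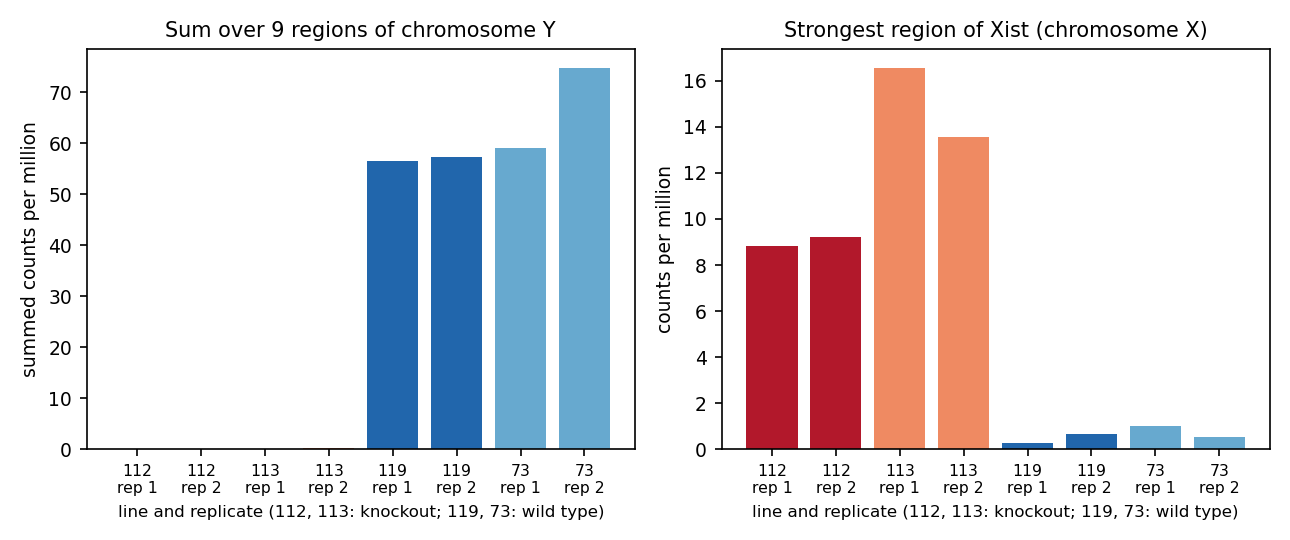
Left, CPM summed over 9 regions of chromosome Y that had counts in every wild-type library and at most 1 count in line 113. Right, CPM at the Xist region strongest in the knockout libraries. Bars are single libraries, coloured by line, and the signal at these Y regions is 0 or close to 0 in lines 112 and 113 while this Xist region is open in lines 112 and 113.

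The 3 regions higher in the knockout lines with the smallest p lay 303372 bp from the nearest gene end, that of Nxph1, on chromosome 6 (9552991 to 9553607), inside Ppp2r5c on chromosome 12 (110556879 to 110557623), and 1010317 bp from the nearest gene end, that of Cntn5, on chromosome 9 (11915092 to 11915819). The region near Nxph1 had 16.9 ± 3.46 CPM in the knockout and 0.171 ± 0.151 CPM in the wild-type lines (n = 2 lines each). The region near Cntn5 had 19.99 ± 5.79 and 0.262 ± 0.188 CPM. The wild-type values of these regions rest on 0 to 2 counts per library, so no fold is given. Weak regions of chromosome 6, which also holds Mitf, were highest in line 112 and lowest in wild-type line 119. Their median log2 ratios to the mean of the lines were 0.53 and -0.40. The region inside Ppp2r5c had 38.2 ± 12.7 and 1.42 ± 0.410 CPM, a log2 fold change of 4.77 with a standard error of 0.81. Without replicate 1 of line 112, these 6 regions passed the threshold, with adjusted p from 0.00372 at Ddx3y and Eif2s3y to 0.0170 at Ppp2r5c.

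Among 13 genes fixed in advance, each had a region within 1 kb of a gene end, and 0 passed the threshold over all regions. Adjusted over the list alone, 3 passed, with a smallest adjusted p of 0.00309. These were Dct, Mlana and Tyr, which also were the 3 separated regions of the list. The region at the end of Dct on chromosome 14 (118052215 to 118052856, inside the gene) had 42.6 ± 28.1 CPM in the knockout and 2.16 ± 2.30 CPM in the wild-type lines (n = 2 lines each). The log2 fold change was 4.25 with a standard error of 0.93 and an edgeR adjusted p of 0.143. At Mlana on chromosome 19 (29697056 to 29697821, inside the gene) the values were 10.3 ± 0.124 and 0.501 ± 0.346 CPM. The log2 fold change was 4.25 with a standard error of 1.00 and an adjusted p of 0.143. At Tyr on chromosome 7 (87493991 to 87495202, 479 bp outside the gene end) they were 18.7 ± 1.51 and 3.34 ± 2.09 CPM. The log2 fold change was 2.46 with a standard error of 0.86 and an adjusted p of 0.183. Without replicate 1 of line 112, the adjusted p was 0.0209 at Dct and 0.0439 at Mlana.

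The region of Tyrp1 was also higher in every knockout library, with a log2 fold change of 2.47 and an adjusted p of 0.212 (edgeR), but line 112 against 73 did not pass the threshold. At the other genes the libraries of the genotypes overlapped. The log2 fold changes were 0.10 at the strongest region at an end of Mitf, -0.04 at Pmel, in a region shared with Rab5b, -0.32 at Cebpa, -0.02 at Cebpb and -0.40 at Cebpd. They were -0.53 at Socs3, -0.66 at Bcl3 and 0.94 at Cdkn2a, with adjusted p from 0.488 to 0.995 across these 8 genes. The values at Mitf, Pmel and Cebpb were near 0 and changed sign with the scaling or the libraries used. The value at Mitf covers a single region. Inside the gene, examined after the results were seen, 12 of 46 regions were separated upwards and 2 downwards.

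**Figure D4:**
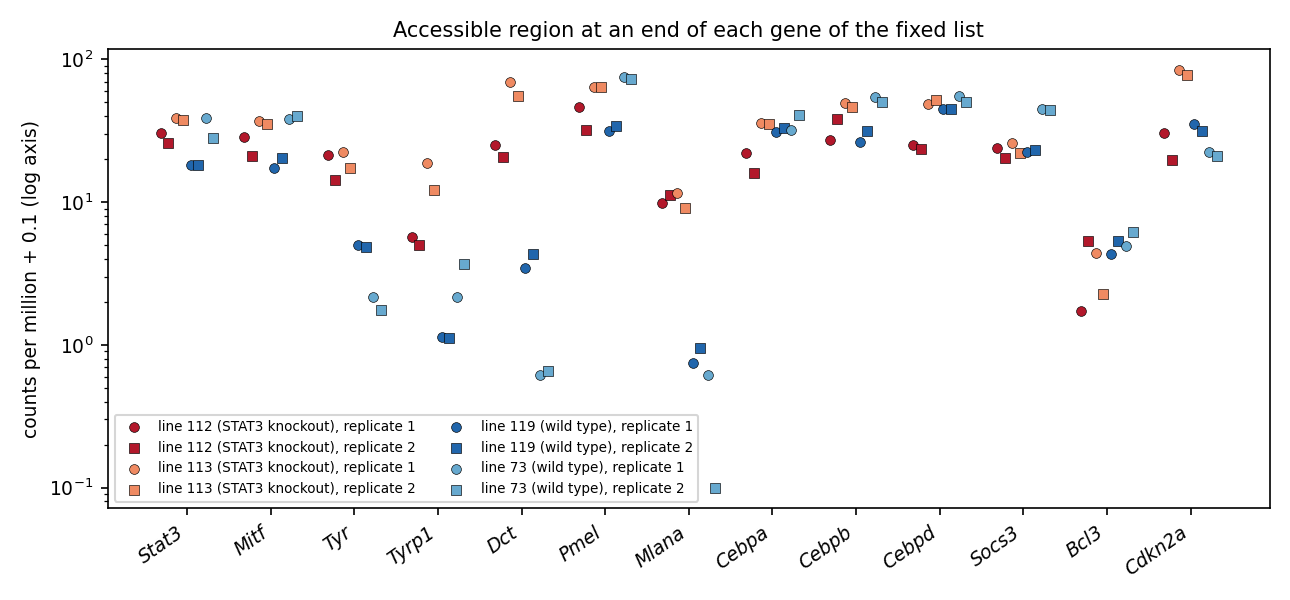
CPM plus 0.1 (log axis) at the region chosen for each of 13 genes, with a point per library, coloured by line and shaped by replicate. At Tyr, Tyrp1, Dct and Mlana all 4 knockout libraries lie above all 4 wild-type libraries, and at the other genes the genotypes overlap.

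Gene lists fixed in advance were tested with camera (limma, preset correlation 0.01) on the comparison with lines as units, with regions assigned to the nearest gene end within 50 kb. The 200 regions near 20 pigmentation genes had a mean log2 fold change of 0.97, and their mean lay 1.07 above that of all other regions (adjusted p 6.45e-10 over 4 lists). Of these regions 145 were higher in the knockout lines, and 59 were separated upwards and 8 downwards. The 113 regions near 12 genes of the neural crest and invasive state lay 0.75 below the others (difference -0.75, adjusted p 2.38e-04), with 29 regions higher, 2 separated upwards and 14 downwards. The 153 regions near 17 of 18 STAT3 pathway genes (difference -0.05, adjusted p 0.742) and the 21 regions near 6 C/EBP genes (difference -0.02, adjusted p 0.742) did not differ from the rest. The test fry asks whether the regions of a list change at all, while camera compares them with the other regions. It also takes the correlation between regions from the data. Under fry 0 of the calls held, with an adjusted p of 0.0976 for both the pigmentation and the neural crest list. Of the 17 alternatives run for the lists, fry was the only one in which the pigmentation list did not pass the threshold. Its difference moved most, to 1.64, with regions within 1 kb of a gene end. The neural crest call was also lost with regions within 1 kb of a gene end (camera, adjusted p 0.266). The lists were not run with the regional offset, limma-voom, the DESeq2 Wald test, other filters, autosomes only, thinning or peak-call regions only. The pigmentation call was therefore not checked against copy number of large regions.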

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

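The test of sequencing depth for the scaffold peaks was chosen only after the result was seen. Unplaced and unlocalised scaffolds are in the peak lists but not in the count table, so no comparison of counts in the report covers them. The knockout libraries had 36 ± 2.45 peaks there (mean ± SD, n = 4 libraries of 2 lines, from 34 to 39), and the wild-type libraries 31 ± 2.83 (from 27 to 33), so every knockout library lay above every wild-type library. Deeper libraries usually yield more peaks, but the wild-type libraries had more counts on average (5378592 against 4042816) and their mean was 31, which argues against higher depth as the source. The shallowest library, with 2697546 counts, had the highest number, 39. Reads shared between copies of a repeated scaffold, and differences between the strains or lines, may contribute and were not tested. The line is the unit here, so the difference rests on 2 lines against 2.

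Among 54 sets of 4 libraries of a genotype, 3 had a library far from the other 3. For 4 independent values, chance gives about 1 in 20 sets. The libraries are replicates of 2 lines and some values are small whole numbers, so that rate does not strictly apply. Line 112 replicate 2 had 7 peaks on the mitochondrial genome and the other knockout libraries 6 each, a difference of a single peak. Line 112 replicate 2 had 10.5 CPM at the region near Nxph1, against 18.4 to 19.8 CPM in the other knockout libraries. That library also had the fewest counts and 37.8% of them in the strongest 10% of regions, against 43.0% in the other replicate of its line. Line 73 replicate 2 had 16.4 CPM at the Eif2s3y region, against 12.2 to 12.8 CPM in the other wild-type libraries. Neither value changes which genotype lies higher. No biological explanation was tested for these 3 values.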

How the results depend on the processing

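The offset for the trend with mean signal, the thinning, the restriction to regions with a peak call, the regions inside genes and the correlations without each library were alternatives chosen after seeing the data. The others were fixed before the data were examined. The planned motif lists and every GC correction were not run, since a genome sequence was not used here, and neither were the line pairs and separated regions without each library, where a line would keep 1 library.

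The count of regions that differ between the genotypes, 0 with lines as units, stayed at 0 with DESeq2 size factors, total counts, the regional offset, no filter, the filter of at least 50 counts, autosomes only and thinning. The added fold change threshold could not raise a count of 0, so it tests nothing here. The count rose to 31815 with libraries as units, to 476 (197 higher) with limma-voom and the line as a random block, to 6986 (3139 higher) with the DESeq2 Wald test, to 205 (156 higher) with regions that have a peak call and to 1 with the trended offset. With libraries as units it was 20684 without line 112, 6121 without line 113, 55586 without line 119 and 52675 without line 73. The larger counts with libraries as units follow from taking replicates of a line as independent. For the others the cause was not tested. Across the 8 fits that each left out a library the count ran from 0 to 633, and the 633 (419 higher) came without line 112 replicate 1. At an unadjusted p under 0.05, these alternatives had from 7593 regions, with the filter of at least 50 counts, to 67283, with libraries as units and without line 73, against 23733.

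Replicate numbers are shared by all lines in the labels. The differences between replicates 1 and 2 did not go together across lines (correlations from -0.0367 to 0.00386), so the numbers do not pair the libraries. With the replicate number as a block, libraries as units called 24224 regions and the separated regions numbered 20747. Beside the same tests without it, the block moved no count by more than 1.5 times and changed no call of the named regions or the gene lists.

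For the pairs of lines, the filter of at least 50 counts left 50632 regions and gave 29532 calls for line 112 against 119, 31815 for 112 against 73, 36235 for 113 against 119, 32912 for 113 against 73, 17679 for 112 against 113 and 35705 for 119 against 73, since fewer regions were tested. The DESeq2 Wald test gave 36287 for 112 against 119, 16472 for 112 against 113 and 53129 for 119 against 73, and the cause was not tested. Separated by genotype were 12148 with the Wald test and 11374 with the filter, against 7 other alternatives between 17924 and 21088 and 15170 with thinning. In each of the 10 alternatives the genotype split separated more regions than either other split. The split with lines 112 and 119 together separated 3146 with the Wald test, 3192 with the filter, 1985 with the trended offset, 4286 with thinning and 1795 with a log2 fold change above 1 as well. The split with lines 112 and 73 together separated 1802 with the Wald test, 2428 with the filter and 2701 with thinning. The share of regions higher in lines 112 and 119 moved from 22.6% to 76.8% with the added fold change threshold, 62.1% with the trended offset, 48.7% with the filter and 11.9% with the Wald test. That in lines 112 and 73 moved from 32.8% to 15.7% with the Wald test and 21.5% with the regional offset. For line 112 against 113 the share higher in line 112 moved from 34.6% to 20.6% with the Wald test, 50.9% with the filter and 46.4% with the fold change threshold. The share of genotype-separated regions higher in the knockout lines stayed between 44.2% and 53.7%.

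The pigmentation list stayed past the threshold in 16 of the 17 alternatives run for the lists, with differences from 1.00 to 1.64. Of these 17 alternatives, 8 left out a library each. Under fry the difference of the pigmentation list was 1.07 with an adjusted p of 0.0976. The neural crest and invasive list was lost under fry (-0.752, adjusted p 0.0976) and within 1 kb of a gene end (-0.472, adjusted p 0.266). The STAT3 pathway list changed sign within 1 kb of a gene end (0.00565), with regions inside the gene (0.0269) and across the 8 fits that each left out a library, from -0.110 to 0.0531. The C/EBP list changed sign with the trended offset (0.00821), with regions inside the gene (0.176) and across those 8 fits, from -0.0576 to 0.0306. Neither of these lists passed the threshold in any alternative that was run. For the lists, the regional offset, limma-voom, the Wald test, other filters, autosomes only, thinning and peak-call regions only were not run.

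The log2 fold change at the Stat3 region ran from 0.0386 to 0.861 over 25 alternatives, with adjusted p from 0.0481 to 0.946. It passed the threshold only with libraries as units and without line 73 (0.861), and the cause was not tested. Over the named regions the scaling moved the log2 fold changes by a median of -0.0298 with size factors and 0.0451 with total counts. Several regions near 0 changed sign. At Mitf the value was -0.0806 with the regional offset, and with libraries as units -0.217 without line 113 and -0.305 without line 119. At Pmel it was 0.196 with limma-voom, 0.0204 with total counts, 0.128 with the regional offset, 0.00364 with the filter of at least 50 counts, 0.0370 with peak calls only, and with libraries as units 0.248 without line 112 and 0.655 without line 73. At Cebpb the same settings gave 0.105 with limma-voom, 0.0420 with total counts, 0.0237 with the filter, 0.0612 with peak calls only, 0.238 without line 112 and 0.486 without line 73. With libraries as units, Cebpa was 0.0271 and Cebpd 0.0153 without line 112, Socs3 was 0.0192 without line 73 and Cdkn2a was -0.127 without line 113. Across the 8 fits that each left out a library, Mitf ran from -0.0293 to 0.161, Pmel from -0.184 to 0.0336 and Cebpb from -0.115 to 0.0679. The cause was not tested. Other changes at named regions kept their direction and moved past the threshold, 81 of them with all libraries or without a line and 8 without line 112 replicate 1.

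Spearman correlation gave 0.421 across genotypes, 0.740 between the knockout lines and 0.471 between the wild-type lines, and a prior count of 0.5 gave 0.511 between the wild-type lines. With 50% reciprocal overlap the shared peaks fell to 66.5% within lines, 46.1% between the knockout lines, 43.5% between the wild-type lines and 35.8% across genotypes, as the stricter rule must lower them. The Jaccard index between the wild-type lines was 0.363 with a −log10 q of at least 5 and 0.333 with equal numbers of peaks, where it was 0.494 between the knockout lines and 0.340 across genotypes. Across the 8 sets that each left out a library it ran from 0.577 to 0.665 within lines and from 0.3075 to 0.512 between the knockout lines, lowest without line 112 replicate 1 and highest without its replicate 2. The depth limits the comparison of line 112, whose replicate 2 had 20387 peaks.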

Other observations

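The tests of Y and Xist signal, of the sex of the animals, of wild-type reads in line 112, of Mitf, of chromosome 6 and of the pigmentation genes were chosen only after the results were seen, and so were the thinning and the trended offset. The other tests were set before.

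The labelled genotypes differ in sex chromosome signal. Over 9 regions of chromosome Y, lines 119 and 73 had 56.9 and 66.9 CPM in sum, line 112 had 0 counts and line 113 had 1 count (the regions were chosen for counts in every wild-type library and at most 1 count in line 113, so only line 112 was free to differ). Loss of the Y chromosome from male lines would leave Xist closed. The Xist region strongest in the knockout libraries had 12.0 CPM there and 0.628 CPM in the wild-type libraries, a ratio of 19.2. A second Xist region was also separated, with 1 count in all wild-type libraries and 57 in the knockout libraries, while at the other 2 the ratios were 1.76 and 1.87 and neither was separated. The 2 separated regions argue against that explanation. The values are consistent with knockout lines from female mice and wild-type lines from male mice. Chromosome X as a whole separated the lines less clearly. The median log2 ratio of its weak regions was 0.045 in line 112, 0.272 in line 113, -0.085 in line 119 and -0.237 in line 73. The share of counts on X ran from 2.06% to 2.48% in the knockout libraries and from 1.94% to 2.17% in the wild-type libraries, so it overlapped. No sex is given in the labels used here.

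Over the Y regions nearest to Ddx3y, Eif2s3y, Uty and Kdm5d, the number of pairs of lines of a genotype that differ in signal was 0. These genes were chosen after their values were seen, so this 0 describes the 4 lines and is not an independent test. If the signal reflects the sex of the animals, sex follows the genotype. The sex of the animals and the knockout cannot be told apart as the origin of the 21127 separated regions, because neither genotype holds lines both with and without that signal. Most of these regions are not on the sex chromosomes, since X and Y held 2.76% of them, but effects of sex on autosomes stay open.

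Other explanations of the separated regions were tested. The split of the lines by the number after p in the titles (18 and 14 against 44 and 68) separated 6968 regions, fewer than the genotype split. Of the 21127 regions, 69.4% stayed separated when every library was thinned to 2697546 counts, 89.1% with the offset for the trend with mean signal, and 84.7% with the offset over 10 Mb windows. Depth, background level and copy number of large regions thus do not account for most of them, although each may account for a part. With libraries as units, 1 of the 35 splits of the 8 libraries into 4 and 4, the genotype split itself, gave as many regions (3602 of 15000 drawn, against 486 for the next split). Most of those splits break up replicates of a line. Among the 3 splits that keep lines whole, the smallest possible share is 0.333, so a chance difference between the 2 lines of each kind stays open, as does an effect of STAT3.

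The knockout lines resembled each other more than the wild-type lines did. A lower signal to background in line 112 predicts that the resemblance is lost over strong regions. Over the strongest 10% of regions the mean correlation between lines 112 and 113 was 0.712, against at most 0.395 for any other pair of lines, and with the trended offset it was 0.800 against 0.619. The same copy number profile in both lines predicts window medians as alike as those of replicates. Centring on 4 lines gives -0.333 without sharing. Over 489 windows of 5 Mb the correlation between the knockout lines was -0.115, above that level and the other pairs (-0.517 to -0.255) but far under the replicates (0.821 to 0.944). This argues against a fully shared profile, while partial sharing stays open. Reads of the wild-type lines in line 112 are limited to 0.698% by the 9 Y regions, but such reads would make line 112 less like line 113, so this limit does not bear on the resemblance. A share of line 113 in the libraries of line 112 cannot be told apart from a real likeness below a limit. Of 17557 regions strongly open in line 113, 36 were at background or below in line 112. The first percentile of the signal kept was 8.11%. A share well above that level is not compatible with these regions, while a smaller share may be present. Counting noise in this percentile was not measured, so the limit is approximate. The median signal kept in line 112 over these regions was 57.9%. This argues against reads of line 113 as the source of most of that signal, while a small contribution stays open. A common sex, a common origin and the knockout stay open.

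Regions near pigmentation genes were higher in the knockout lines. A few genes with many regions could give such a result, but counting each gene once, the median over 20 genes was 1.13, against -0.376 to 0.262 for the central range of 10000 random lists of genes with similar numbers of regions, and 17 of 20 genes were higher. For the STAT3 pathway the median was -0.06 and for C/EBP genes -0.03, both inside the range of their random lists, and for the neural crest and invasive list it was -1.08, below its range of -0.476 to 0.346. The other splits of the lines gave differences of -0.209 and -0.176 for the pigmentation list, smaller than 1.07. A chance difference in melanocytic state between these 4 lines cannot be told apart from the genotype, because 3 splits cannot give a share under 0.333. The STAT3 pathway list passed the threshold in both other splits (adjusted p 0.0119 and 0.0149, camera) and not in the genotype split, which shows that lines can differ in a list without the genotype.

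Inside Mitf, 12 of 46 regions were separated upwards and 2 downwards, while the strongest region at its end did not differ. All 12 stayed so with the regional offset, which argues against copy number of the surroundings. Of 105 genes with at least 46 regions, 8 (Mitf included) had as large a share, among them Ptprd with 32 of 46 and Sox5 with 32 of 91, so a share like that of Mitf is not unique to it. The median share of these genes was 7.69%, against 26.1% in Mitf. These genes were named after their values were seen.

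Weak regions of chromosome 6 were higher in line 112, with a median log2 ratio to the mean of the lines of 0.53, against -0.12 in line 113, -0.40 in line 119 and -0.09 in line 73. The largest deviation of line 112 on another autosome was -0.232, on chromosome 3, and the largest upward one was 0.116, on chromosome 1. Line 112 lay above the other lines in 93.3% of 30 windows on chromosome 6 and in 14.2% of windows on the other autosomes. A gain of the whole chromosome in line 112 would give this, as a hypothesis, since no DNA copy number was measured. Such a gain alone would lower the other lines about equally, but line 119 lay below lines 113 and 73. The -0.40 was the largest deviation of line 119 on an autosome, so a lower level in line 119 as well stays open. The gene Mitf and the region near Nxph1 lie on chromosome 6.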
